A study of Mus musculus with 2 samples. Its data were reported in "Resolving the lineage relationship between malignant cells and vascular cells in glioblastomas" (2022).

How the data were processed

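The series holds 2 single-cell RNA libraries. Each was made from 1 glioblastoma of a C57BL/6 mouse of 3 months, per the labels, with a droplet kit of 10x Genomics that tags the 3′ ends of transcripts. NPCTKO names the mouse model: neocortical progenitors of the embryo received, by electroporation, a transposon carrying Cas9, luciferase, guides against tumour suppressor genes, Trp53 and Nf1 among them, and a fluorescent label, and gliomas grew in the adult brain. The labels number the libraries 1 and 2 within 1 group, and they are called tumour 1 and tumour 2 here. The study used 2 kinds of host, in which a tdTomato reporter marks either endothelial cells and TAMs or mural cells, with their descendants. TAM stands for tumour-associated macrophage and microglia. The labels do not say which host gave which library, and no host was assigned. Per the study, each kind of host gave 1 of the tumours, so host, tumour and library were not separated in any comparison between tumours.

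The authors aligned the reads to the mm10 mouse build with Cell Ranger 4.0.0, with transgene sequences added to the reference, and deposited raw counts of UMIs per gene and barcode for the barcodes called as cells. A UMI is a molecular tag that lets each captured transcript be counted once. No normalization had been applied to the deposited counts. The submitters' notes also name Seurat, and no output of it is used here. The same 27998 mouse genes were listed for both libraries. The transgenes differed: the table of tumour 1 listed EGFP, luciferase, tdTomato and ZsGreen1, and that of tumour 2 listed EGFP under 2 names, tdTomato, luciferase, Cas9, a Cas9 and luciferase fusion and DsRed-Express. Transgenes were kept out of library totals and of all gene tests.

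Tumour 1 had 14302 barcodes and 282961884 UMIs of mouse genes. Tumour 2 had 18596 barcodes and 295366782 UMIs. Barcodes with under 500 genes (127 and 1), with 20% or more mitochondrial UMIs (1388 and 3040) or with 5% or more haemoglobin UMIs (8 and 50) were left out. The study states a limit on red blood cells of 5%, and 14294 and 18546 barcodes pass that limit alone. Doublets were scored with Scrublet as built into scanpy. Its automatic threshold marked 0 and 117 barcodes and was judged not to have worked, so the barcodes with the highest scores were removed at 0.8% per 1000 barcodes, which took out 11.4% and 14.9%. In all, 11332 and 13108 cells were kept, with medians of 17986 and 13401.5 UMIs and of 4333.5 and 3286 genes per cell.

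Cells of both libraries were clustered together without batch correction, on 2000 variable genes, 20 principal components and 20 neighbours, by the Leiden method at resolution 0.6 with random seed 1. Genes read out between classes were left out of the genes used to cluster and to name clusters. Clusters were named from fixed marker lists and carry names ending in "-like". A name needed a mean scaled marker level of at least 0.4, at least 3 detected markers, and no lead by markers of another class among the top 10 genes by fold. Clusters of low depth without a marker of their own among those genes stayed unnamed. The naming rule was changed after the clusters had been seen and before any comparison was run: the level was lowered from 0.5, and natural killer markers were merged into the T-cell class. The lower level gives a name to glioma-like cluster 16, which holds 0.0353% of the cells of tumour 1 and 5.16% of those of tumour 2. Endothelial and mural cells fell into 1 cluster, called vascular-like. Its division into sub-clusters was added after the clusters had been seen and serves description only. Stress or immune genes led some named clusters: Cxcl10 and Ifi47 were among the leading genes of glioma-like cluster 1, and Hmox1 among those of TAM-like cluster 18.

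Cells are not replicates, so counts were summed per tumour and class for the classes with at least 20 cells in each tumour, which gave 14 sums. These were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) after filterByExpr and TMM scaling, with the tumour as a block, because all classes of a library come from the same animal. The fit had 13835 genes, 6 residual degrees of freedom and a common dispersion of 0.0675. The pairing was checked by correlating the deviations of classes from their means, and all 21 pairs of classes had correlations between 0.193 and 0.641. P-values were adjusted by Benjamini-Hochberg over all genes and over each list alone, with a threshold of 0.05. With 2 tumours, these p-values set a class difference against the deviations between 2 animals, pooled over all classes. A gene can thus pass although its difference was not alike in the 2 tumours, as Acta2 did in vascular-like against glioma-like cells. Lists were tested with camera at its preset correlation and at an estimated correlation, and with fry (limma 3.58.1), and adjusted over all list tests. Tumour 1 against tumour 2 is a comparison of 1 library with 1 library, so no test, p-value or standard error was made between tumours. There, summed counts carry exact Poisson intervals and shares of cells carry exact binomial (Clopper-Pearson) intervals, both at 95% and for counting error only. Where a count is 0, the limit given is 3 counts over the total. Shares of cells with a UMI were taken after each cell was thinned to 2000 UMIs, which left out 7 and 3 vascular-like, 31 and 2 oligodendrocyte-like, 9 and 2 T-cell-like, 19 and 1 TAM-like and 159 and 27 glioma-like cells of tumours 1 and 2.

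Copy number was read from expression along the 19 autosomes, with positions from the GENCODE annotation of GRCm38, the build of the files, matched by Ensembl identifier for 27645 of 27998 genes. Of these, 10183 autosomal genes had a mean of at least 0.1 UMIs per cell. First, counts per 10000 of each class sum were put on a log2 scale with 1 added, and the difference of tumour 1 minus tumour 2 was averaged in windows of 100 genes. The slope of each class's difference on the glioma-like difference, with a jackknife over chromosomes, was taken to estimate the share of the class's RNA that carries the difference between the glioma genomes. Expression typical of a class cancels in this slope. Second, after the study's own outline, single cells were set against T-cell-like cells as baseline, and scored by the mean square of their profile and by their highest correlation with 6 glioma clones of their tumour. A cell counted when both scores passed the 99th percentile of held-out T-cell-like cells. A random part of the T-cell-like and glioma-like cells set the baseline and the clones, and only the held-out part was scored.

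Between tumours, gene lists fixed beforehand were summarised by the median log2 ratio of CPM, with 0.5 UMIs added, over members with at least 20 UMIs. Each median was placed among those of 10000 random lists of the same size matched on mean expression in 20 bins. It is given relative to the median of all genes in the class, which lay between 0.18 and 0.35. A list counts as standing apart outside the central 95% of the random lists. The list of cartilage genes was set with the study's supplementary cluster genes in view.

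Genes were named by a rule fixed before the data were examined. It takes the readout genes of the endothelial, mural, stem-cell and edited lists and the transgenes. It takes the 5 genes of highest mean CPM of the cell-cycle and p53 lists plus Mki67, Top2a and Cdkn1a. Between tumours it takes the 8 genes with the largest ratio each way among those with at least 200 UMIs (50 in vascular-like cells), and the 2 to 4 most abundant members of each list. The ratio rule leaves out mitochondrial, ribosomal, receptor-segment and predicted genes. Other genes named as examples of a list were chosen after their values were seen.

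The tests were tried on simulated data. In sums drawn for 13377 genes with known changes, the edgeR fit recovered 57.1% to 63.6% of genes changed 4-fold and 3.13% to 8.33% of those changed 2-fold over the 6 comparisons, with 1 to 5 false calls in each. Of 200 unchanged sets, 1.5% passed camera and 4% passed fry at an unadjusted 0.05. These rates need not hold for lists whose genes vary together. The G2 and M phase list had an estimated correlation of 0.612 in vascular-like against oligodendrocyte-like cells. Where T-cell-like sums were given 25% of the glioma difference, the mean slope was 0.206, and it was 0.242 for vascular-like and 0.251 for oligodendrocyte-like sums. Of 200 cells drawn without copy-number change in each tumour, 0 were called, and of 100 drawn with a change on 5 chromosomes, 75 and 70 were called. These draws did not test expression shared by brain lineages, so they give no rate of false calls in vascular-like cells. No list stood apart in simulated tumours without a difference, and all did with a log2 difference of 1.

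Alternatives fixed before the data were examined changed the scaling, the test (DESeq2 1.42.0), the filter on low counts, the block, the resolution, doublet removal, the limits on mitochondrial UMIs and genes per cell, thinning, windows, clones, baseline and percentile, and left out each tumour in turn. The level of 0.5 for a name, TAM-like cluster 8 alone and vascular-like cells without high EGFP were added after the data had been seen. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9. Some genes that the naming rule takes are not reported here. The stainings, lineage tracing and human data of the study are not analysed here. Counts of all genes changed between classes are not given, since the classes were made from expression.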

Results

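Glioma-like cells made up the larger part of the named cells in both tumours, and immune cells took a larger share of tumour 2. Of 11332 cells kept in tumour 1, 67.8% were glioma-like (95% interval 66.9 to 68.7), and of 13108 in tumour 2, 45.8% (44.9 to 46.6). TAM-like cells were 8.03% (7.54 to 8.55) and 13.3% (12.8 to 13.9), and T-cell-like cells 2.42% (2.14 to 2.72) and 5.65% (5.26 to 6.05). Astrocyte-like cells were 8.37% in tumour 1 and 0.793% in tumour 2. Oligodendrocyte-like cells were 1.82% and 1.89%, and vascular-like cells 0.609% (0.474 to 0.770) and 0.664% (0.532 to 0.818). Intervals are exact binomial ones and cover counting error only, and with 1 library per tumour no test was made between tumours. The glioma-like share of tumour 2 was 26.4% when only cells with at least 1000 genes were kept and clustered anew, and 5354 cells then had no name against 3775. The TAM-like share of tumour 2 was 4.42% at resolution 0.3, where the cluster led by Plac8 and Chil3 lost its name. Without doublet removal 7.44% of cells were oligodendrocyte-like in tumour 1, and the astrocyte-like share there was 14.1% at resolution 0.3.

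**Figure D1:**
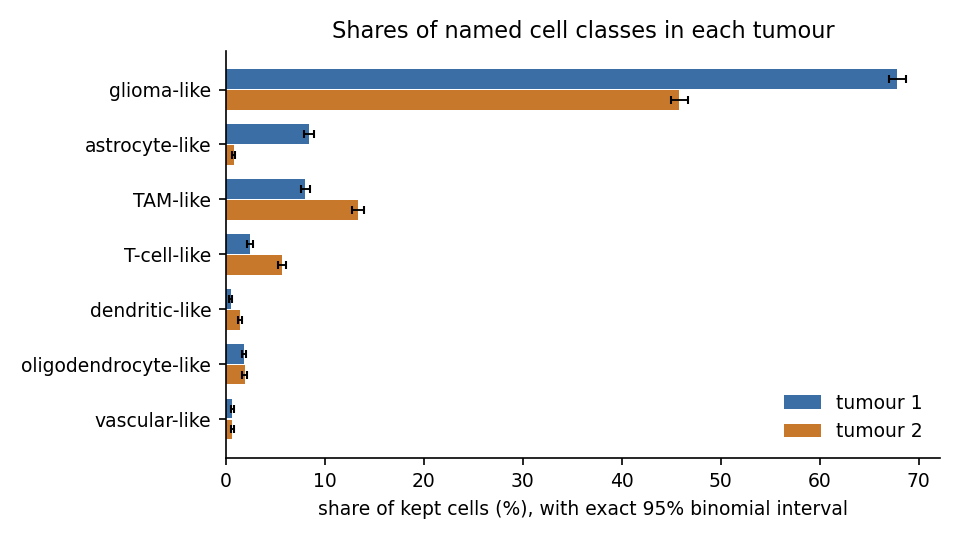
Share of kept cells in percent (horizontal axis) for each named class (vertical axis). Blue bars are tumour 1 and orange bars tumour 2, and lines are exact 95% binomial intervals for counting error.

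The glioma-like cells of the 2 tumours hardly shared clusters. In tumour 1 they fell mainly into cluster 4, led by Vcan and Gpr17 (2641 cells against 25 in tumour 2), cluster 6 with Sox9 and Egfr among its leading genes (1891 against 1), cluster 5 led by the mitotic genes Aspm and Prc1 (1537 against 5), and cluster 0 with Meg3 and Hoxa7 (1490 against 4). In tumour 2 they fell into cluster 10, led by Wfdc12, Mgp and the cartilage gene Col2a1 (2892 against 1), cluster 1 with the interferon genes Cxcl10 and Ifi47 and the sterol gene Fdps (2396 against 121), and cluster 16, led by histone genes (677 against 4). Immune cells mixed more: TAM-like cluster 8, led by C1qa and C1qc with Trem2, held 880 and 577 cells, while cluster 18, led by Chil3, Plac8 and Ly6c2, held 30 and 1172. Natural killer cells were merged into the T-cell-like class of 274 and 740 cells. No name was given to 10.4% and 28.8% of cells. Most of these in tumour 2 were the 2674 cells of cluster 13, which had a median of 1951 UMIs.

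The edited genes Trp53 and Nf1 were still counted in all classes of both tumours. Glioma-like cells had 58.2 and 32.2 CPM of Trp53 in tumours 1 and 2, T-cell-like cells 98.5 and 85.9, TAM-like cells 39.5 and 46.6, oligodendrocyte-like cells 43.4 and 29.5, and vascular-like cells 97.6 and 104. For Nf1 the values were 60.1 and 24.4 in glioma-like, 14.1 and 12.7 in T-cell-like, 25.6 and 13.7 in TAM-like, 55.8 and 41.4 in oligodendrocyte-like, and 29.8 and 27.4 in vascular-like cells. Guides make small edits, and a tag at the 3′ end is counted whether or not the coding part upstream was cut, so these levels do not check the knockout.

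Trp53 was lower in glioma-like cells than in both immune classes. Against T-cell-like cells its log2 fold change was −1.69 (SE 0.29, edgeR adjusted p = 8.04e-04) and Nf1 was higher, at 0.88 (SE 0.30, edgeR adjusted p = 0.0347). Against TAM-like cells Trp53 was at −0.81 (SE 0.29, edgeR adjusted p = 0.0330), and Nf1 did not pass, at 0.23 (edgeR adjusted p = 0.519). The fold of Trp53 against TAM-like cells follows TMM scaling, since in tumour 1 its plain CPM was higher in glioma-like cells. Adjusted over the list alone, p against T-cell-like cells was 3.12e-04 for Trp53 and 0.0204 for Nf1. Against oligodendrocyte-like cells neither passed, with Trp53 at 0.24 (edgeR adjusted p = 0.660) and Nf1 at −0.36 (0.477). Without the block the Nf1 call and the Trp53 call against TAM-like cells ended (edgeR adjusted p = 0.123 and 0.103). With tumour 1 alone or tumour 2 alone, the TAM-like comparison gave −0.30 and −1.32 for Trp53, and Nf1 against T-cell-like cells gave 1.46 and 0.32.

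p53 targets were split in glioma-like cells, and more of them were lower than higher against immune cells. Of 14 measured targets, 6 were lower and 2 higher than in T-cell-like cells, among them Perp (−5.40), Pmaip1 (−3.76), Trp53inp1 (−2.66) and Fas (−2.57) with Ccng1, and with Phlda3 (1.53) and Zmat3 (1.28) higher. Against TAM-like cells 7 were lower and 3 higher, with Cdkn1a at −3.55 (SE 0.71, edgeR adjusted p = 0.00156), Mdm2 at −1.26 and Ccng1 at −1.74, and Bax also lower (edgeR adjusted p = 0.00304). The Bax call rests largely on TMM scaling, since plain CPM was 183 in glioma-like against 205 in TAM-like cells of tumour 1 and 282 against 322 in tumour 2. The counts were the same when adjusted over the list alone. Mdm2 and Sesn2 were lower only in tumour 2 by plain CPM, Mdm2 with 41.5 CPM in glioma-like and 33.6 in TAM-like cells of tumour 1 and 30.3 and 63.2 in tumour 2. Against T-cell-like cells Cdkn1a (−0.67), Bax (−0.41) and Mdm2 (−0.13) did not pass (edgeR adjusted p = 0.438, 0.160 and 0.763). Against oligodendrocyte-like cells only Phlda3 changed, at −2.23 (edgeR adjusted p = 0.00995), with 5 targets under an unadjusted p of 0.05. Cdkn1a had 16.7 and 105 CPM in glioma-like cells and 78.7 and 38.5 in oligodendrocyte-like cells, so its direction turned between tumours.

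As a list, the p53 targets were lower than in T-cell-like cells by camera at its preset correlation (adjusted p = 0.0443, and adjusted p = 0.231 with an estimated correlation) and by fry (adjusted p = 5.06e-05), with a median log2 fold of −0.54. The camera call ended under 5 other settings, among them no block (adjusted p = 0.0565), TAM-like cluster 8 alone (0.0504) and vascular-like cells without high EGFP (0.0587). Against TAM-like cells the median was −1.04, and camera gave an adjusted p = 0.2503 and fry 2.03e-04. Against oligodendrocyte-like cells the median was −0.16 and the mean 0.26, of opposite sign, with a camera adjusted p = 0.446.

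Glioma-like cells carried almost no endothelial transcripts and stood out for Cspg4 alone among the vascular markers. Pecam1 was far below its level in T-cell-like cells (log2 fold change −5.26, SE 0.64, edgeR adjusted p = 7.40e-05) and in TAM-like cells (−3.56, SE 0.59, edgeR adjusted p = 4.57e-04). Cldn5 was lower as well, at −2.02 (edgeR adjusted p = 0.00229) and −1.04 (edgeR adjusted p = 0.0343). Its fold against TAM-like cells rests largely on TMM scaling. Plain Cldn5 CPM was 1.74 in glioma-like and 2.11 in TAM-like cells of tumour 1, and 1.54 and 1.72 in tumour 2. Cspg4, which encodes NG2 and is shared by pericytes and oligodendrocyte progenitors, was higher, at 2.89 against T-cell-like cells (SE 0.48, edgeR adjusted p = 5.98e-04) and 2.67 against TAM-like cells (SE 0.45, edgeR adjusted p = 5.03e-04). Of 8 markers, 1 was higher and 3 lower in each comparison, and the counts were the same when adjusted over the list alone. The mural gene Kcnj8 was lower than in T-cell-like cells, at −4.79 (edgeR adjusted p = 2.45e-05), and Pdgfrb lower than in TAM-like cells, at −2.03 (edgeR adjusted p = 0.0121).

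Low counts limit several of these genes. Tek had 24 and 6 UMIs in all glioma-like cells of tumours 1 and 2, 1 and 0 in T-cell-like cells and 0 and 0 in TAM-like cells, while vascular-like cells had 154 and 56. Pdgfrb had 19 and 11 UMIs in glioma-like cells, 3 and 9 in TAM-like cells and 0 and 1 in T-cell-like cells. Kcnj8 had 13 and 42 in glioma-like, 1 and 2 in TAM-like and 2 and 50 in T-cell-like cells. No fold is given for Tek, for Pdgfrb and Tbx18 against T-cell-like cells or for Kcnj8 against TAM-like cells. Acta2 was at 2.33 against T-cell-like cells (edgeR adjusted p = 0.124) and 1.74 against TAM-like cells (0.132), and passed only without the filter on low counts (2.39, edgeR adjusted p = 0.00713). Tbx18 had 796 UMIs in glioma-like cells of tumour 1 and 8 in those of tumour 2, and did not pass against TAM-like cells (2.45, edgeR adjusted p = 0.121), where it passed without that filter (edgeR adjusted p = 0.0484).

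At a depth of 2000 UMIs, 24.1% of glioma-like cells of tumour 1 and 13.6% of those of tumour 2 had a Cspg4 UMI, against 1.13% and 0.813% of T-cell-like cells. Unthinned, these were 77.3% and 60.5% against 9.49% and 6.76%, at median depths of 19499 and 20992 against 9444.5 and 7305.5 UMIs. Tbx18 was seen in 0.678% and 0.0167% of thinned glioma-like cells and in 0 T-cell-like cells. The Cspg4 call against T-cell-like cells ended without doublet removal (1.18, edgeR adjusted p = 0.0939). Cldn5 against TAM-like cells failed with DESeq2 (DESeq2 adjusted p = 0.0542) and without the block (edgeR adjusted p = 0.153), and Pdgfrb failed with TAM-like cluster 8 alone (−1.34, edgeR adjusted p = 0.180) and at resolution 0.3 (0.263). Kcnj8 was at −2.79 in tumour 1 alone and −4.73 in tumour 2 alone, and Pdgfrb at −1.09 and −1.93, the values of tumour 1 on 2 and 3 UMIs in the immune cells.

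Of the 4 neural stem-cell markers, only Nes passed the test of vascular-like against T-cell-like cells. Its log2 fold change was 4.33 (SE 0.61, edgeR adjusted p = 2.67e-04). Sox2 (0.66, edgeR adjusted p = 0.291), Pdpn (0.94, 0.121) and Olig2 (−0.20, 0.617) did not pass, which does not place them at background. Sox2 had 31.9 CPM against 7.99 in tumour 1 and 56.0 against 31.2 in tumour 2. These sums include 25 vascular-like cells of high EGFP, which held glioma markers at 1.029 times the glioma-like median. Glioma-like cells had 208 and 312 CPM of Sox2, so these values do not show Sox2 in vascular cells themselves. The count was 1 higher and 0 lower, also when adjusted over the list alone, by unadjusted p and by DESeq2. Olig2 was lower in vascular-like cells without doublet removal (−1.32, edgeR adjusted p = 0.00402) and when cells with high EGFP were left out (−1.51, edgeR adjusted p = 0.00747). At 2000 UMIs, 33.9% and 21.4% of vascular-like cells of tumours 1 and 2 had a Nes UMI, against 1.13% and 1.76% of T-cell-like cells. Unthinned, these were 73.9% and 56.3% against 8.03% and 4.86%, with a median depth in vascular-like cells of 14393 and 11242 UMIs. A Sox2 UMI was seen in 9.68% and 8.33% of thinned vascular-like cells and in 1.51% and 8.94% of T-cell-like cells.

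Vascular-like and glioma-like cells separated on readout genes kept out of clustering. All vascular markers but Cspg4 were higher in vascular-like cells, 7 of 8 (6 without the block), with log2 fold changes of 11.21 for Cldn5, 10.27 for Pdgfrb, 10.00 for Kcnj8, 9.66 for Tek, 8.96 for Pecam1, 3.76 for Acta2 and 3.40 for Tbx18 (edgeR adjusted p at most 0.0407). The Acta2 fold comes from tumour 2, with 467 CPM against 7.97, while tumour 1 had 7.46 against 7.16. Cspg4 did not pass (−0.08, edgeR adjusted p = 0.904), and its direction turned between tumours, with 57.6 CPM in vascular-like against 132 in glioma-like cells of tumour 1 and 87.2 against 58.5 in tumour 2. Sox2 (−2.48, edgeR adjusted p = 0.00158) and Olig2 (−2.89, 2.31e-05) were higher in glioma-like cells, while Nes was not told apart (1.35, edgeR adjusted p = 0.0612) over all genes and was higher in vascular-like cells when adjusted over the list alone (0.0299). Glioma-like cells also exceeded immune cells in all 4 stem-cell markers, with Sox2 at 3.14 and Olig2 at 2.69 against T-cell-like cells (edgeR adjusted p = 2.54e-04 and 1.78e-05). Without the block, 3 of the 4 passed against T-cell-like cells and 3 against TAM-like cells. Trp53 (1.30, edgeR adjusted p = 0.00577) was higher in vascular-like than in glioma-like cells, and Nf1 was not (−0.34, 0.424). Trp53 was at 0.86 in tumour 1 alone and 1.77 in tumour 2 alone. Of 14 p53 targets 7 were higher in vascular-like cells and 0 lower, with Tnfrsf10b at 7.35, Cdkn1a at 3.78, Perp at 3.75 and Pmaip1 at 3.68, and 4 were higher without the block.

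Vascular-like cells expressed mitotic genes above oligodendrocyte-like cells and below glioma-like and T-cell-like cells. Of 50 G2 and M phase genes, 20 were higher and 1, Anln, was lower than in oligodendrocyte-like cells (25 and 1 when adjusted over the list alone), among them Mki67 (1.25, SE 0.42, edgeR adjusted p = 0.0454), Ube2c (2.10, SE 0.40, 0.00227), Cdk1 (2.37, 0.00522), Plk1 (2.88, 0.00574) and Hmgb2 (1.29, 0.0175). Top2a did not pass (1.14, edgeR adjusted p = 0.103), nor did Tubb4b (0.41, 0.272) and Anp32e (−0.22, 0.531). Of 41 S-phase genes only 4 were higher, Mcm6 (1.43), Cdca7 (1.58), Tyms (1.07) and Slbp (0.91), also when adjusted over the list alone. Against glioma-like cells 27 of 50 G2 and M phase genes and 29 of 41 S-phase genes were lower (34 and 33 when adjusted over each list alone), with Mki67 at −1.77 (edgeR adjusted p = 0.00559), Top2a at −1.84 (0.0113), Tipin at −1.10 (0.00745), Nasp at −1.17 (0.00701), Rfc2 at −0.74 (0.0339) and Slbp at −0.66 (0.0405). Pcna did not pass there (−0.66, edgeR adjusted p = 0.0631). Over all genes 0 G2 and M phase genes were higher than in glioma-like cells, and 1 was when adjusted over the list alone. By DESeq2, 2 G2 and M phase genes were higher and 22 lower there, with 0 and 25 S-phase genes. Against T-cell-like cells 34 G2 and M phase genes and 38 S-phase genes were lower and 0 higher (38 and 40 lower when adjusted over each list alone, and 1 G2 and M phase gene higher by DESeq2 over the list alone), a comparison that was not planned for these lists.

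Oligodendrocyte-like cells are an imperfect background, as they carried EGFP at 6093 and 19179 CPM and passed the copy-number thresholds in 69.7% and 44.3%. By camera the G2 and M phase list was higher than in oligodendrocyte-like cells (adjusted p = 6.36e-05, and adjusted p = 0.512 with an estimated correlation) and lower than in glioma-like cells (adjusted p = 2.49e-06, and adjusted p = 0.511 with an estimated correlation). Fry gave adjusted p-values of 0.0494 and 0.0445. The first failed without vascular-like cells of high EGFP (0.160), under 10% mitochondrial UMIs (0.108) and at a naming level of 0.5 (0.0838), and the second with DESeq2 size factors (0.0570) and at that level (0.114). The S-phase list did not pass against oligodendrocyte-like cells (adjusted p = 0.308) and was lower than in glioma-like cells (adjusted p = 6.07e-07, and adjusted p = 0.422 with an estimated correlation). Without the block, 8 G2 and M phase genes and 0 S-phase genes remained higher than in oligodendrocyte-like cells, Mki67 failed (edgeR adjusted p = 0.191), and 10 and 9 genes of the lists remained lower than in glioma-like cells. Mki67 also failed under the 10% limit on mitochondrial UMIs (0.47, edgeR adjusted p = 0.440) and at resolution 0.3 (0.0553), while Top2a passed under 3 other settings. With the 25 vascular-like cells of high EGFP left out, of which 21 held glioma markers at 0.5 or more of the glioma-like level, 10 G2 and M phase genes were higher. Top2a was at 0.41 in tumour 1 alone and 2.09 in tumour 2 alone.

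Few vascular-like cells had an Mki67 UMI at a depth of 2000 UMIs, while Top2a was more frequent in tumour 2. At 2000 UMIs, 1 of 62 cells of tumour 1 (1.61%) and 6 of 84 of tumour 2 (7.14%) had an Mki67 UMI, against 2.29% and 2.03% of oligodendrocyte-like cells, 13.3% and 9.98% of glioma-like cells and 18.5% and 7.86% of T-cell-like cells. Unthinned, 8.70% and 21.8% of vascular-like and 10.2% and 11.3% of oligodendrocyte-like cells had one, at median depths of 14393 and 11242 against 11021 and 17829 UMIs. In tumour 1 alone the share of vascular-like cells with an Mki67 UMI was thus below that of oligodendrocyte-like cells, although Mki67 CPM was higher, at 39.3 against 20.8. Top2a was found at 2000 UMIs in 1.61% and 11.9% of vascular-like cells, against 4% and 4.47% of oligodendrocyte-like cells. Unthinned, the Top2a shares were 20.3% and 41.4% against 19.9% and 25%.

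The difference along chromosomes between the 2 gliomas was seen, much weakened, in immune and vascular-like cells as well. Along the autosomes, glioma-like cells of the 2 tumours differed most on chromosomes 15 (−0.140), 17 (−0.121), 9 (0.121), 8 (−0.119) and 2 (0.0964), as the mean log2 difference of tumour 1 minus tumour 2. The slope of the TAM-like difference on it was 0.228 (SE 0.0275), that of T-cell-like cells 0.269 (0.0237) and that of dendritic-like cells 0.269 (0.0422). Vascular-like cells had 0.295 (0.0655), 0.0265 above T-cell-like cells (−0.0888 to 0.142) and 0.0678 above TAM-like cells (−0.0680 to 0.204), so both intervals include 0. With cells thinned to 2000 UMIs the vascular-like slope was 0.414 (SE 0.0777), against 0.322 (0.0261) in T-cell-like and 0.255 (0.0315) in TAM-like cells, and no error was computed for these differences. Oligodendrocyte-like cells had 0.430 (SE 0.0384), 0.162 above T-cell-like cells (0.0807 to 0.242), and astrocyte-like cells 0.718 (0.0796), 0.449 above them (0.298 to 0.601). Standard errors are from a jackknife over 19 chromosomes. Without doublet removal the slope of T-cell-like cells was 0.441 and that of TAM-like cells 0.357.

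**Figure D2:**
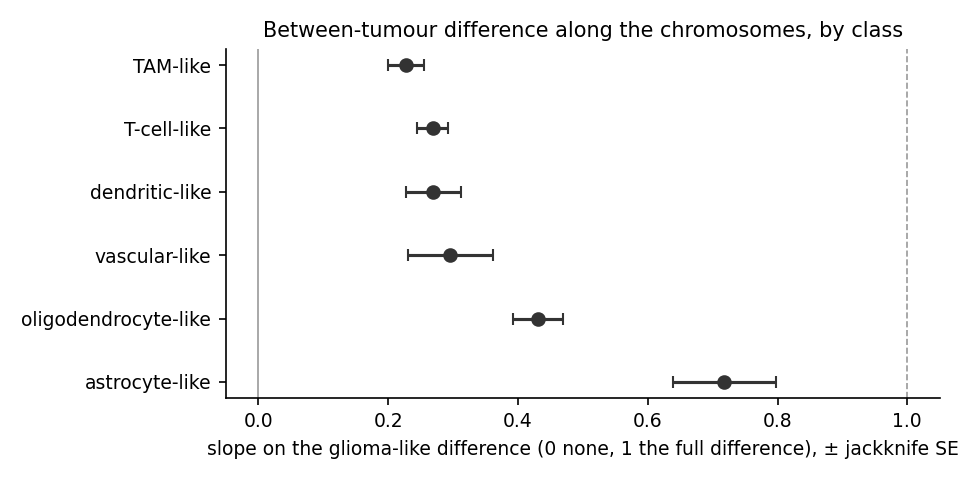
Slope of each class's difference between tumours on the glioma-like difference along the autosomes (horizontal axis, no unit), by class (vertical axis). Points carry 1 jackknife standard error each way. The solid line is at 0 and the dashed line at 1, the value of glioma-like cells.

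More vascular-like than TAM-like cells passed both copy-number thresholds, and most glioma-like and astrocyte-like cells did. The thresholds were passed by 96.8% of held-out glioma-like cells of tumour 1 (3643 of 3763) and 91.3% of those of tumour 2 (2728 of 2987). Of TAM-like cells 5 of 891 (0.561%) and 3 of 1748 (0.172%) passed. The 133 and 369 held-out T-cell-like cells set the thresholds, so that few of them can pass, and they give no error rate. Among vascular-like cells 27 of 62 (43.5%, 31.0 to 56.7) and 14 of 84 (16.7%, 9.42 to 26.4) passed, and among oligodendrocyte-like cells 122 of 175 (69.7%, 62.3 to 76.4) and 109 of 246 (44.3%, 38.0 to 50.8). Astrocyte-like cells passed in 98.6% and 91.3%. Their correlation with their own tumour's glioma clones exceeded that with the other tumour's by 0.192 and 0.1125. In held-out glioma-like cells this excess was 0.1884 and 0.2356. It was thus no smaller in astrocyte-like cells of tumour 1, and smaller in those of tumour 2. The class name does not set these cells apart from tumour cells, so the glioma-like share may not hold all tumour cells. A baseline of T-cell-like cells cannot separate expression shared by brain lineages from copy number, so the share in vascular-like cells is not a count of malignant cells. It ranged from 21.0% and 3.57% with windows of 200 genes to 69.4% and 40.5% at the 95th percentile, and without doublet removal, where only 21.3% and 46.0% of glioma-like cells passed, it was 1.16% and 0.

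**Figure D3:**
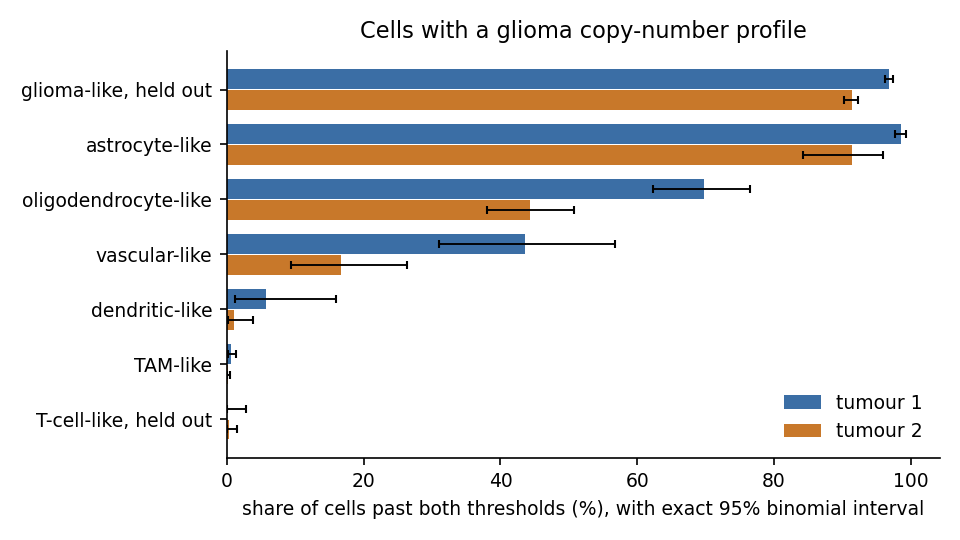
Share of cells in percent that passed both copy-number thresholds (horizontal axis), by class (vertical axis). Blue is tumour 1 and orange tumour 2, lines are exact 95% binomial intervals for counting error, and glioma-like and T-cell-like values are from held-out cells. The T-cell-like cells set the thresholds, so their share is low by construction.

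Glioma-like cells of tumour 1 leaned to an oligodendrocyte-progenitor state and those of tumour 2 to a mesenchymal and hypoxic state. Relative to the median of all genes (0.35), the median log2 ratio of tumour 1 over tumour 2 was 0.44 for the progenitor list (above all 10000 random lists), −1.54 for the mesenchymal list and −1.50 for the hypoxia list (both below all random lists). Vcan had 672 CPM (668 to 676) in tumour 1 and 149 (147 to 151) in tumour 2, and Olig1 1139 and 837. Lgals1 had 54.0 (52.9 to 55.1) and 796 (791 to 800), Vim 382 and 813, Ldha 269 and 639, and Pgk1 41.1 and 130. MHC class I genes (−1.08), stress genes (−0.93) and cartilage genes (−1.05) also stood apart on the side of tumour 2. The cartilage list was drawn up with the study's cluster genes in view, so it is not independent evidence. Its Col9a3 had 108 and 367 CPM. Among the most abundant members, Fos (1264 and 573 CPM) and Egr1 (704 and 247) of the stress list and B2m (1299 and 1080) of the MHC class I list were higher in tumour 1, and Jund (630 and 1559) in tumour 2. In all 6 of 9 lists stood apart, and the neural-progenitor (0.17), astrocyte (−0.63) and interferon (0.18) lists did not. The raw astrocyte median was −0.28 and its mean 0.09, of opposite sign. Isg15 had 73.9 and 399 CPM, Bst2 271 and 854 and Ifi27l2a 227 and 464, against the direction of the interferon median.

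By ratio, the leading genes of glioma-like cells of tumour 1 were Cdx2 (377 and 0 UMIs), Tbx18 (796 and 8), Hoxc10 (202 and 2), She (317 and 5), Gabrg3 (240 and 4), Gjd2 (397 and 7) and Rasef (339 and 7). Those of tumour 2 were RP23-332G12.1 (0 and 896), Cytl1 (5 and 2386), Wfdc12 (393 and 104825), Olfr324 (1 and 272), S100a9 (6 and 1033), Cldn9 (15 and 2261), Ucma (22 and 2191) and Gpx2 (5 and 470). S100a9 is a neutrophil gene, with 6.97 CPM in glioma-like cells of tumour 2 against 17.8 in TAM-like and 53.7 in T-cell-like cells, and neutrophil-like cells numbered 2 and 188. Wfdc12 leads glioma-like cluster 10. It also had 4 and 2089 UMIs in TAM-like, 0 and 810 in T-cell-like and 0 and 135 in vascular-like cells.

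TAM-like cells of tumour 1 had more microglial transcripts and those of tumour 2 more transcripts of monocyte-derived cells. Relative to all genes, the microglia list was at 1.30, the lipid phagocyte list at 0.82 and the interferon list at 0.74 (all above the random lists), the monocyte list at −2.95 and the hypoxia list at −0.95. Cx3cr1 had 780 CPM (767 to 794) in tumour 1 and 148 (144 to 152) in tumour 2, Apoe 39333 and 13708 and Trem2 1352 and 575, while Lgals3 of the same lipid phagocyte list had 572 and 2010. Chil3 had 15.5 (13.7 to 17.5) and 717 (708 to 727), Plac8 81.5 and 1162, Ly6c2 101 and 637, and Hmox1 218 and 1442. Chil3, Plac8 and Ly6c2 lead cluster 18, which holds 30 of 910 and 1172 of 1749 TAM-like cells, so these values restate its size. With cluster 8 alone the monocyte median was −0.14 and the microglia median 0.09, and the MHC class II list stood at 0.87 on the side of tumour 1. The stress list (0.53) stood apart too, and the immunosuppressive (−0.57), MHC class II (−0.22) and MHC class I (−0.42) lists did not, so 6 of 9 did. Of the 4 most abundant interferon genes, Isg15 (101 and 902 CPM), Ifi27l2a (981 and 1923) and Irf7 (348 and 477) went against the median, and Bst2 (1570 and 1112) with it.

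By ratio, TAM-like cells of tumour 1 were led by Epha2 (227 and 8 UMIs), Klf2 (3996 and 701), Dusp7 (338 and 60), Slc1a2 (485 and 91), Nuak1 (342 and 66), Adrb1 (261 and 51), Ppp1r3b (215 and 43) and Tsix (538 and 109). Those of tumour 2 were led by Ifi202b (0 and 2483), Lrg1 (0 and 334), Dmkn (0 and 234), Wfdc12, BC023719 (1 and 556), Hal (1 and 451) and S100a9 (3 and 588). Ifi202b had 0 and 53 UMIs in vascular-like cells, so its difference was not confined to TAM-like cells. Whether it goes with the host was not tested.

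T-cell-like cells of tumour 1 carried more exhaustion genes, and those of tumour 2 more naive, memory and cytotoxic genes. The class includes natural killer cells, which formed a cluster of 9 and 162 cells at resolution 1.2, so the cytotoxic values were not separated from the share of these cells. The exhaustion list was at 1.26 relative to all genes and the stress list at 0.67 (both above the random lists), the naive and memory list at −2.20, the cytotoxic list at −0.82 and the interferon list at −0.62. Tox had 262 CPM (245 to 281) in tumour 1 and 23.2 (20.03 to 26.7) in tumour 2, and Lag3 257 and 59.7, while Pdcd1 was near even at 201 and 229. Gzma had 121 (109 to 134) and 1138 (1115 to 1161), Ccl5 843 and 2531, Ccr7 110 (98.99 to 123) and 447 (433 to 462) and Tcf7 11.2 and 48.1, while Nkg7 (2366 and 1444) and Ifng (1110 and 330) were higher in tumour 1. In all 5 of 6 lists stood apart, and the regulatory list (−0.03) did not. By ratio, the leading genes were Ttn (213 and 13 UMIs), Spp1 (1586 and 136), Tsix (194 and 43), Tox (820 and 193), Nrp1 (409 and 122), Nr4a2 (863 and 282), Ly6k (164 and 61) and Cx3cr1 (172 and 64) in tumour 1. In tumour 2 they were Wfdc12, S100a9 (0 and 447), S100a8 (1 and 237), Ramp3 (23 and 2267), Batf3 (8 and 543), Actn2 (8 and 401), Serpinb1a (14 and 506) and Hspa1a (10 and 347). Of these, Spp1 and Cx3cr1 are also genes of macrophages and microglia, and S100a8 and S100a9 of neutrophils.

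Vascular-like cells of tumour 1 were mostly endothelial cells with angiogenic genes, and tumour 2 had most of the contractile mural cells and of a sub-cluster without a name. Sub-cluster 0, led by Apln, Esm1 and Angpt2, held 50 of 69 cells of tumour 1 and 3 of 87 of tumour 2. Mural sub-cluster 2, with Tagln and Myl9, held 4 and 27, and unnamed sub-cluster 3, led by Ubd, Ackr1 and Ccl19 with Ccl5, Dcn and Cd74 among its leading genes, 5 and 53. Sub-cluster 3 also held 12 of the 14 tumour 2 cells of high EGFP. Its EGFP level of 9655 CPM in that tumour rests on such cells, since vascular-like cells of tumour 2 without high EGFP were at 704 CPM. On the lists, angiogenic genes were at 1.31, barrier genes at 1.32 and contractile genes at −2.89 relative to all genes, interferon genes at 0.22 and hypoxia genes at −0.84. Isg15, with 197 and 1064 CPM, went against the interferon median. No list was tested within sub-clusters. Apln had 460 CPM (426 to 496) in tumour 1 and 52.8 (42.1 to 65.5) in tumour 2, Kdr 707 and 141, Slco1c1 1174 and 313, and Bsg 7656 and 3608. Acta2 had 7.46 (3.72 to 13.3) and 467 (433 to 502), and Tagln 6.10 and 265. Slc2a1 (942 and 450) and Adm (259 and 71.3) went against the hypoxia median. The angiogenic list no longer stood apart when cells with high EGFP were left out (0.38). In all 5 of 7 lists stood apart, and MHC class I (−0.45) and stress genes (−0.09) did not. By ratio, Prg4 (75 and 1 UMIs), Esm1 (260 and 20), Nxpe4 (56 and 4), Fam71a (60 and 6), Pydc4 (45 and 5), Apln (678 and 83), Map7 (65 and 8) and Ica1l (100 and 13) led in tumour 1. Ubd (5 and 1498), Wfdc12, Mmp9 (0 and 80), Hba-a1 (1 and 226), Ifi202b (0 and 53), CR974586.5 (1 and 113), Acta2 (11 and 733) and Ccl19 (4 and 276) led in tumour 2.

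Of 4 lists 0 stood apart in oligodendrocyte-like cells, with interferon genes at 0.05, MHC class I genes at −0.10, hypoxia genes at −0.29 and stress genes at −0.35 relative to all genes. This changed with the processing: 2 lists stood apart without doublet removal, and 1 each at resolution 0.3 and with cells thinned to 2000 UMIs. Single members differed, as Ldha with 91.7 and 246 CPM and Ndrg1 with 216 and 58.7.

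**Figure D4:**
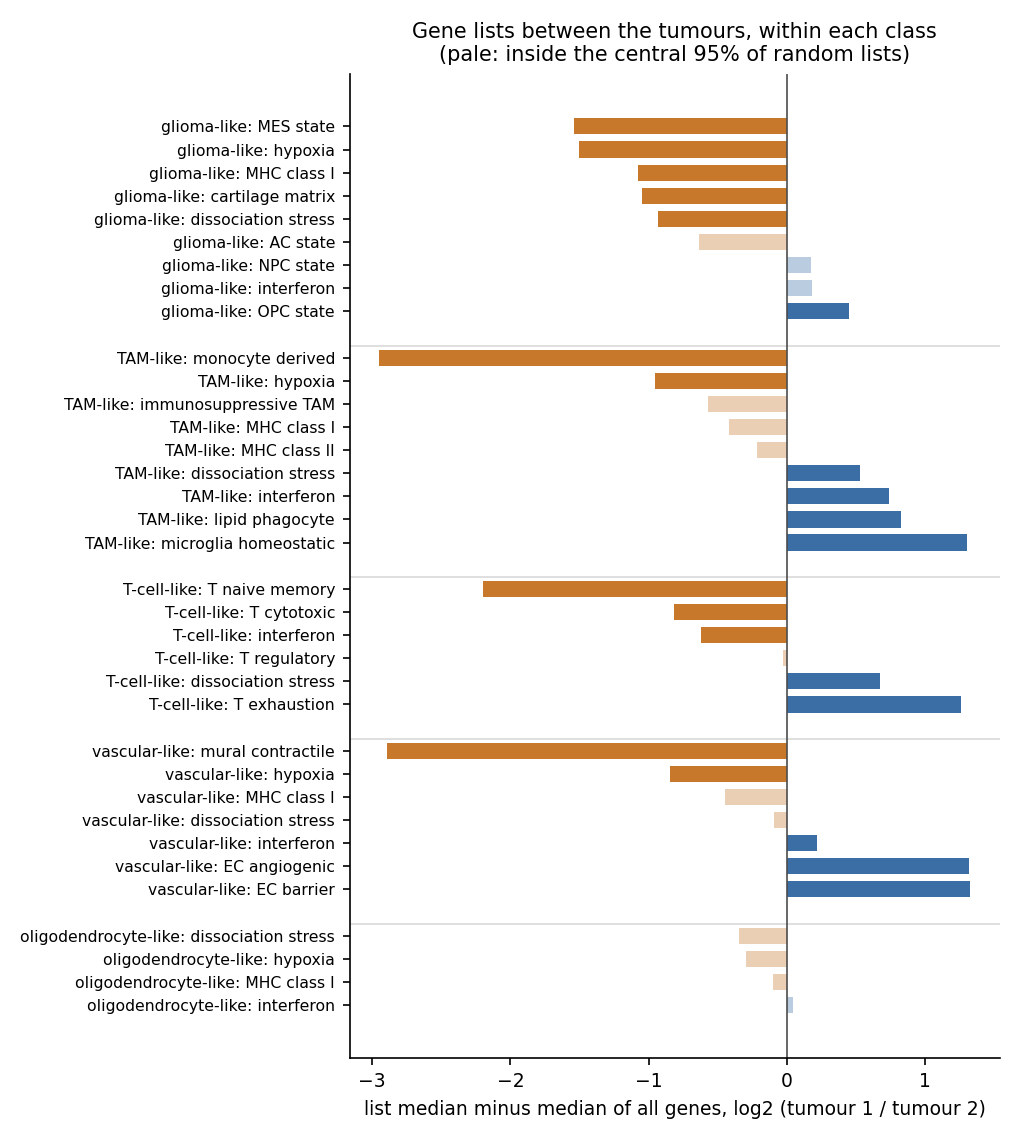
Median log2 ratio of tumour 1 over tumour 2 of each gene list minus the median of all genes in the class (horizontal axis, log2), for the lists of 5 classes (vertical axis). Blue bars are higher in tumour 1 and orange bars in tumour 2, and pale bars lie inside the central 95% of random lists.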

Values the study reported

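The study counted 25,667 cells in total, 11,722 in tumour 1 and 13,945 in tumour 2. It states a median of 4,450 genes per cell and 19,878 detected genes in tumour 1, and a median of 3,402 and 20,038 detected genes in tumour 2. It drew 18 principal clusters. From inferCNV profiles grouped by similarity, 84 of 92 cells of the vascular cluster in tumour 1 and 80 of 81 in tumour 2 were taken as not malignant, and the copyKAT tool called 85 of 92 and 80 of 81 diploid.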

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

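The transgene values are shares fixed in advance as readouts, and both tests of EGFP in vascular-like cells were chosen only after the result was seen, the first in place of a form on CPM per cell whose result had been seen. These values are set out because the transgenes enter none of the comparisons of the report. Each is the percent of cells with a UMI, unthinned. An EGFP UMI was found in 99.922% and 99.867% of glioma-like cells of tumours 1 and 2, and also in 99.011% and 100% of TAM-like, 100% and 99.865% of T-cell-like, 100% and 100% of dendritic-like, 100% and 100% of astrocyte-like, 99.515% and 100% of oligodendrocyte-like and 97.101% and 100% of vascular-like cells. Luciferase in tumour 1 was found in 61.275% of glioma-like, 66.28% of astrocyte-like, 40.777% of oligodendrocyte-like, 14.505% of TAM-like, 13.043% of vascular-like and 9.1241% of T-cell-like cells. The Cas9 and luciferase fusion in tumour 2 was found in 6% of glioma-like, 24.038% of astrocyte-like, 8.871% of oligodendrocyte-like, 1.2162% of T-cell-like and 0.68611% of TAM-like cells. The host reporter tdTomato was found in 47.826% of vascular-like cells of tumour 1, against 22.642% of dendritic-like, 19.341% of TAM-like, 18.248% of T-cell-like, 4.9317% of glioma-like and 4.0042% of astrocyte-like cells. In tumour 2 it was found in 20.69% of vascular-like, 1.2333% of glioma-like and 0.80046% of TAM-like cells. EGFP stood at 10082 and 7380 CPM in glioma-like cells, 668 and 744 in TAM-like, 658 and 914 in T-cell-like, and 1865 and 6427 in vascular-like cells, so that a single EGFP UMI separates no class from another. The vascular-like values rest on 11 and 14 cells, which held 84.9% and 92.7% of the EGFP UMIs, and the other vascular-like cells stood at 459 and 704 CPM, below T-cell-like cells.

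EGFP marks the tumour lineage, and some vascular-like cells held much more of it than most immune cells did. Of 156 vascular-like cells, 25, or 16.03% (10.6 to 22.7), lay above the 99th percentile of EGFP UMIs in T-cell-like cells of their tumour, against 1% expected of free RNA alone, and by tumour these were 15.9% (8.24 to 26.7) and 16.1% (9.09 to 25.5) against 5.71% (4.30 to 7.43) and 1.77% (1.21 to 2.51) of TAM-like cells. TAM-like cells thus also passed the 1%, but less often, and free RNA alone is not the whole source in vascular-like cells. The 25 cells held glioma markers at 1.029 times the median of glioma-like cells of their tumour (quartiles 0.798 to 1.52), where the remaining vascular-like cells held 0.0673 times, and their median depth was 47517 and 24318 UMIs against 10959 and 8587. A droplet that caught a vascular and a glioma cell together can account for the glioma markers and the higher depth. In tumour 1 it can also account for the EGFP, at a median of 89 UMIs against 114 in glioma-like cells above the percentile. In tumour 2 the median was 356.5 against 88 EGFP UMIs, more than a typical glioma-like cell would add. A vascular cell of tumour descent, which would also carry EGFP, stays open because it was not tested apart from a shared droplet.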

How the results depend on the processing

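The alternatives were fixed before the data were examined, apart from the naming level of 0.5, TAM-like cluster 8 alone and vascular-like cells without high EGFP, which were chosen after the data had been seen. For the 60 values that answer a comparison, 477 alternative values were computed. Of these, 355 were counted as the same, 118 moved, 3 fell below and 1 rose above the threshold, and 0 reversed. Counts of genes and shares of cells have no direction and no side of a threshold. They could only be counted as the same or moved, so a reversal could not be seen for them. For the other values 617 were counted as the same, 55 moved, 17 rose above and 17 fell below. The 3 above do not include camera's adjusted p for p53 targets against T-cell-like cells with TAM-like cluster 8 alone (0.0504). They also do not include its value without vascular-like cells of high EGFP (0.0587). DESeq2 size factors in place of TMM moved none of the 27 values that answer a comparison, among which fry is not counted, nor did the 5 autosomes with the largest glioma difference. Leaving out 1 tumour gave folds only, with no residual degrees of freedom and no test: Cspg4 in glioma-like against T-cell-like cells was 2.47 and 3.35 without tumour 1 and without tumour 2, Pecam1 −5.81 and −4.07, Nes in vascular-like against T-cell-like cells 4.20 and 4.43, and Mki67 in vascular-like against oligodendrocyte-like cells 1.62 and 0.95. The cause was not tested for any value below unless it is named. Without the block, which ignores that all classes of a tumour share an animal, the dispersion rose from 0.0675 to 0.171. Higher in vascular-like cells were then 8 G2 and M phase and 0 S-phase genes against oligodendrocyte-like cells and 4 p53 targets against glioma-like cells, lower than in glioma-like cells were 10 G2 and M phase and 9 S-phase genes, p53 targets in glioma-like cells were 1 higher against T-cell-like cells and 4 lower and 1 higher against TAM-like cells, and camera's adjusted p for p53 targets against T-cell-like cells was 0.0565. Without the filter on low counts, 2 vascular markers were higher in glioma-like than in T-cell-like cells and 3 than in TAM-like cells. Camera's adjusted p for S-phase genes in vascular-like against oligodendrocyte-like cells was then 0.0195, and 0.496 with an estimated correlation. Fry gave an adjusted p of 0.266 for that list. With DESeq2, 2 p53 targets were lower in glioma-like than in oligodendrocyte-like cells. Without doublet removal, 0 vascular markers and 0 p53 targets were higher in glioma-like than in T-cell-like cells and 1 stem-cell marker was lower in vascular-like than in T-cell-like cells. The slopes were then 0.441 for T-cell-like, 0.357 for TAM-like and 0.528 for oligodendrocyte-like cells, and the copy-number thresholds, set by T-cell-like cells that then included doublets, were passed by 1.16% and 0% of vascular-like, 21.3% and 46.0% of glioma-like, 0.0898% of TAM-like (tumour 1), 21.7% and 3.64% of oligodendrocyte-like and 39.3% and 25.8% of astrocyte-like cells. The class shares were 57.3% and 43.7% glioma-like, 9.17% and 15.0% TAM-like, 2.75% and 6.67% T-cell-like, 7.44% oligodendrocyte-like and 12.6% astrocyte-like (both tumour 1), and 2 oligodendrocyte lists stood apart. Without vascular-like cells of high EGFP, 1 stem-cell marker was lower than in T-cell-like cells and 10 G2 and M phase genes were higher than in oligodendrocyte-like cells. Under 10% mitochondrial UMIs, 9 G2 and M phase and 2 S-phase genes were higher in vascular-like than in oligodendrocyte-like cells, 2 p53 targets were lower in glioma-like than in oligodendrocyte-like cells, and camera's adjusted p for p53 targets against T-cell-like cells was 0.0589. Shares were 63.4% glioma-like (tumour 1), 8.89% and 14.6% TAM-like, 6.16% T-cell-like (tumour 2), 1.02% and 0.525% oligodendrocyte-like and 7.33% astrocyte-like (tumour 1). At a naming level of 0.5, 12 G2 and M phase and 15 S-phase genes were lower in vascular-like than in glioma-like cells, that camera adjusted p was 0.0504, and 40.6% of tumour 2 was glioma-like, since cluster 16 lost its name. At resolution 1.2, 8 S-phase genes were higher in vascular-like than in oligodendrocyte-like cells, and shares were 65.3% and 41.5% glioma-like, 15.2% TAM-like (tumour 2), 2.31% and 2.30% oligodendrocyte-like and 13.1% astrocyte-like (tumour 1). At resolution 0.3, shares were 44.6% glioma-like and 4.42% TAM-like (both tumour 2), 1.48% and 1.59% oligodendrocyte-like and 14.1% and 0.977% astrocyte-like, and 1 oligodendrocyte list stood apart. With at least 1000 genes per cell, shares were 57.6% and 26.4% glioma-like, 15.1% TAM-like and 6.39% T-cell-like (both tumour 2), 0.983% and 0.520% oligodendrocyte-like and 10.2% and 1.18% astrocyte-like. With cells thinned to 2000 UMIs the slope of T-cell-like cells was 0.322 and that of vascular-like cells 0.414, and 1 oligodendrocyte list stood apart. Copy-number thresholds with windows of 50 genes were passed by 67.7% and 40.5% of vascular-like, 99.3% and 96.4% of glioma-like, 92.6% and 83.7% of oligodendrocyte-like and 100% and 97.1% of astrocyte-like cells. With windows of 200 genes these were 21.0% and 3.57%, 82.6% and 81.1%, 33.1% and 22.0%, and 91.8% and 66.3%. With a TAM-like baseline, 62.9% and 28.6% of vascular-like, 99.2% and 97.1% of glioma-like and 85.7% and 67.9% of oligodendrocyte-like cells passed. At the 95th percentile, 69.4% and 40.5% of vascular-like, 99.4% and 97.0% of glioma-like, 1.68% of TAM-like (tumour 1), 89.1% and 64.2% of oligodendrocyte-like and 99.7% and 96.2% of astrocyte-like cells passed. Thinned to 1000 UMIs, 87.9% and 79.7% of glioma-like, 59.1% and 31.0% of oligodendrocyte-like and 96.0% and 76.0% of astrocyte-like cells passed, and at the higher of the 2 other depths 99.1% and 96.7% of glioma-like and 78.1% and 59.2% of oligodendrocyte-like cells, so depth limits this share. With 3 clones, 88.5% of glioma-like and 36.2% of oligodendrocyte-like cells of tumour 2 passed, and with 10 clones 92.6% of its glioma-like cells.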

Other observations

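The tests of the copy-number patterns were planned before their results were seen, and their values by tumour and the descriptions of sub-clusters, cluster 14 and EGFP by class were chosen only after the result was seen. Cluster 14 fits no class of the marker lists. It holds 510 cells of tumour 1 and 942 of tumour 2, is led by Itih5, Postn, Art3 and Apod, and carries EGFP at 9761 and 14255 CPM, against 10082 and 7380 in glioma-like cells. Of its cells, 433 of 490 (88.4%) and 858 of 941 (91.2%) passed both copy-number thresholds. Their correlation with the glioma clones of their own tumour minus that with the other tumour's clones was −0.0198 and 0.161, against 0.188 and 0.236 in held-out glioma-like cells, so in tumour 1 they were no closer to the glioma clones of that tumour. Oligodendrocyte-like cells carried EGFP at 6093 and 19179 CPM, and astrocyte-like cells at 6563 and 11629, against 658 and 914 in T-cell-like cells. Luciferase in tumour 1 stood at 132 CPM in glioma-like, 167 in astrocyte-like, 129 in oligodendrocyte-like and 8.31 in T-cell-like cells.

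Within vascular-like cells, tdTomato differed between sub-clusters. These also differ in tumour and in depth (median 9647 to 36158 UMIs), so unthinned shares compared across tumours or depths cannot be put down to cell type. In endothelial sub-cluster 0, 24 of 50 cells of tumour 1 had a UMI of it (48.0%, 33.7 to 62.6), and 0 of 3 of tumour 2. In mural sub-cluster 2, 16 of 27 cells of tumour 2 did (59.3%, 38.8 to 77.6), and 0 of 4 of tumour 1. In sub-cluster 3, which has endothelial markers with Ubd and Ackr1, 1 of 53 cells of tumour 2 did (1.89%), and 1 of 5 of tumour 1. Sub-clusters 2 and 3 had similar median depths over both tumours, at 10303 and 9647 UMIs. Their difference within tumour 2 is thus not one of tumour or of median depth, though it rests on 1 library. In sub-cluster 1, led by Ccl11 and Atp13a5, 8 of 10 cells of tumour 1 did, and 1 of 4 of tumour 2. Thinned to 2000 UMIs, 11.3% and 5.95% of all vascular-like cells of tumours 1 and 2 had a tdTomato UMI, against 2.36% and 0.0572% of TAM-like cells. The labels do not say which host each tumour grew in, and these values were not used to assign it.

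Vascular-like cells passed the copy-number thresholds in 43.5% and 16.7%, against 0.561% and 0.172% of TAM-like cells. In these cells the correlation with the glioma clones of their own tumour exceeded that with the other tumour's clones by only 0.2408 of the excess in held-out glioma-like cells (0.292 and 0.128 by tumour), which over both tumours, though barely, and not in tumour 1 alone, meets the bound of 0.25 set for expression shared by cells outside the blood lineage. A glioma cell in the same droplet cannot be told apart over both tumours: the glioma markers stood at 0.2358 of the glioma-like level, under the 0.25 set for that explanation and above the 0.1 set against it, and at 1.68 times the level of cells below the thresholds. By tumour their median was 1374 CPM in tumour 1, against 7176 in glioma-like cells and 867 in cells below the thresholds, and 3349 in tumour 2, against 4802 and 1013, so tumour 2 alone would meet the bounds set for a glioma cell in the droplet. Leaving out cells with high EGFP, 20 of 51 (39.2%) and 9 of 70 (12.9%) still passed.

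The slope of T-cell-like cells on the glioma difference was 0.269 although these cells should carry no glioma genome. After the glioma-like profile was taken out in the share that EGFP gives, it was 0.1668 (SE 0.0266), so free glioma RNA in that share is not the whole cause. After the trend with the GC content of transcripts was taken out, it was 0.2276 (SE 0.0307), so GC content is not its main cause either. Differences in processing between the 2 libraries, and responses of all cell types to 2 different tumours, stay open and untested. The 2 kinds of host were not separated from these.

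Of vascular-like cells deep enough to be scored, 35 of 62 in tumour 1 and 70 of 84 in tumour 2 lay below the copy-number thresholds. Classes and thresholds were built anew here, so the share is of another population than the vascular cluster of the study.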
